# Adaptation of Laser Microdissection Technique for the Study of a Spontaneous Metastatic Mammary Carcinoma Mouse Model by NanoString Technologies

**DOI:** 10.1371/journal.pone.0153270

**Published:** 2016-04-14

**Authors:** Nadia P. Castro, Anand S. Merchant, Karen L. Saylor, Miriam R. Anver, David S. Salomon, Yelena G. Golubeva

## Abstract

Laser capture microdissection (LCM) of tissue is an established tool in medical research for collection of distinguished cell populations under direct microscopic visualization for molecular analysis. LCM samples have been successfully analyzed in a number of genomic and proteomic downstream molecular applications. However, LCM sample collection and preparation procedure has to be adapted to each downstream analysis platform. In this present manuscript we describe in detail the adaptation of LCM methodology for the collection and preparation of fresh frozen samples for NanoString analysis based on a study of a model of mouse mammary gland carcinoma and its lung metastasis. Our adaptation of LCM sample preparation and workflow to the requirements of the NanoString platform allowed acquiring samples with high RNA quality. The NanoString analysis of such samples provided sensitive detection of genes of interest and their associated molecular pathways. NanoString is a reliable gene expression analysis platform that can be effectively coupled with LCM.

## Introduction

The molecular analysis of heterogeneous populations of cells lacks the ability to distinguish between subtle changes in the molecular signature of normal and diseased tissue and the correlation of cellular molecular signatures with specific cell populations. LCM has proven to be a critical research tool facilitating the discovery of genes responsible in the disease onset and progression by isolating homogeneous cell subpopulation from complex tissues [1–10]. The majority of microdissection-based mRNA expression studies have been performed on frozen samples, using traditional protocols for target collection, LCM slide and lysis preparation [4, 6, 7, 11]. However, these procedures are not directly applicable to the input sample requirements of downstream targets assessment using NanoString nCounter gene expression analysis which doesn’t require RNA extraction and amplification, and uses a relatively large but still feasible input amounts of RNA in the analysis in terms of LCM [12].

We have chosen to conduct our study on a clinically relevant mouse model, which phenotypically and at the gene-expression level resembles the human triple-negative breast cancer (TNBC) molecular subtype and which metastasizes spontaneously to the lungs [13]. To evaluate the reliability of NanoString samples obtained with our LCM workflow for gene expression profiling, we conducted a comparison of gene expression for a set of genes in NanoString LCM samples versus in whole tissue samples that were analyzed by Affymetrix microarray. The present manuscript describes the adaptation of LCM methodology for collection of samples suitable for NanoString analysis, which allows generating high quality RNA lysates from homogenous cell populations opposed to heterogeneous whole tissue samples. The NanoString technology with the use of LCM focuses on highly defined histological areas to clarify discrete molecular changes in gene expression at a greater level of resolution.

## Materials and Methods

### Cell line and culture conditions

The murine mammary carcinoma cells line JygMC(A)-GFP/Luc [13] containing a dual reporter construct (GFP/Luciferase) was maintained in Dulbecco’s-minimal essential media (DMEM; Invitrogen), supplemented with 10% Fetal Bovine Serum (FBS). Cells were grown in medium containing 100 units/ml penicillin, and 100 μg/ml streptomycin at 37°C in 5% CO2.

### Mouse strain and animal care

Animals used in this study were female Balb/c athymic nude mice that were 8 weeks of age (National Cancer Institute). Animal procedures were conducted under conditions approved by the Frederick National Laboratory for Cancer Research, an AAALAC accredited institution that follows the Public Health Service Policy for the Care and Use of Laboratory Animals outlined in the "Guide for Care and Use of Laboratory Animals" [14]; Frederick National Laboratory for Cancer Research ACUC 11–067 approval on 03/16/2012.

Animal diet consisted of Purina 5L79 pellets. Mouse cages were changed weekly, with additional cleaning and enrichment performed as needed. Animals were observed twice a day for the following features: coat condition, mobility (posture and movements), breathing, skin color, general alertness and responsiveness, tumor size and body weight. Maximum allowed tumor size was two centimeters in diameter, and maximum allowed weight loss was 20% of initial total body weight. Analgesia was performed by subcutaneous use of Marcaine (0.25%/0.1ml) and euthanasia by exposure to compressed CO_2_ gas at fill rate of 20% of the chamber volume per minute with one animal per chamber in its home cage. After ten minutes of exposure animals were observed for signs of unconsciousness (lack of respiration and pedal reflex, faded eye color) and subjected to bilateral thoracotomy.

### Mammary fat pad spontaneous metastasis model

*In vivo* experiments were performed as previously reported [13]. In brief, animals were anesthetized with isofluorane/O_2_ (to effect) and injected bilaterally into the fourth mammary fat pad with 20μl of 50,000 JygMC(A)-GFP/Luc cells/gland. Tumor growth was measured twice a week and monitored weekly by bioluminescent imaging after injection of luciferin. At 20–30 days after cell injection, the primary tumors were removed as a parallel of clinical settings.

### Samples

Normal mammary glands and normal lung parenchyma of 3 Balb/c athymic nude mice 6–8 weeks of age, and one or two fragments of primary mammary carcinoma and lung metastasis from 8 different mice were collected and embedded in Tissue-Tek® OCT Compound (OCT) (Sakura Finetek USA, Inc., Torrance, CA, USA) in a mixture of dry ice and 2-methylbutane (Fisher Scientific, Fair Lawn, NJ, USA) (S1 Fig). Frozen blocks were stored at -70°C prior to cryotomy and handled on dry ice at all times. The RNA quality control was performed for all collected material used for LCM. The statistical significance of differences in RNA integrity numbers was evaluated by two-tailed Student’s t-test with 95% confidence (p≤0.05).

### Cryotomy

We used a Leica CM 3050S (Leica Microsystems, GmbH, Nussloch, Germany) cryostat for obtaining serial 10μm tissue sections. At the beginning of serial sectioning three sections from each cryoblock were placed in 1.5 ml nuclease-free micro-centrifuge tube for high G-force (VWR, West Chester, PA, U.S.A.) and kept on dry ice for subsequent tissue RNA quality control. Every 6^th^ consecutive section was mounted onto a charged slide (Thermo Fisher Scientific, Waltham, MA, USA), stained with hematoxylin and eosin (H&E) and used as an LCM reference slide. Sequential serial sections were mounted onto metal frame PET membrane slides (MMI Molecular Machines & Industries, Glattbrugg, Switzerland) for laser cutting (S2 Fig). The number of sections mounted in the “window” area of the slide was determined by the size of the tissue. During preparation of LCM slides RNAse-free conditions were maintained throughout the procedure, as described previously [11], by using RNaseAWAY™ (Molecular BioProducts, San Diego, CA, USA) to wipe all the surfaces and tools, using 100% ethanol (AAPER Alcohol and Chemical Co., Shelbyville, KY, USA) to wipe the cryostat chamber, changing a blade for each block, and cutting away 15–20 μm of tissue from the face of a previously cut block. The “window” side of PET slides was labeled with solvent resistant adhesive label, and slides were exposed to ultraviolet light at 352 nm for 30 minutes before cryotomy for RNase-free conditions and better adherence of frozen sections to the membrane. RNAse-free slides were prechilled in the cryostat chamber for 2–5 minutes before section mounting. RNAse-free MMI SupportSlide (MMI Molecular Machines & Industries) was used to facilitate mounting of OCT sections onto PET slides (S2A–S2C Fig). Mounted LCM slides were kept at -70°C for two weeks prior to microdissection and handled on dry ice at all times.

### Pathology review and LCM documentation

Pathology evaluation of collected material was conducted by the study pathologist on the reference H&E slides (Fig 1A) for the presence of mammary carcinoma in tumors and metastasis in lungs, and absence of lesions in normal mammary gland and lung tissue.

**Fig 1:**
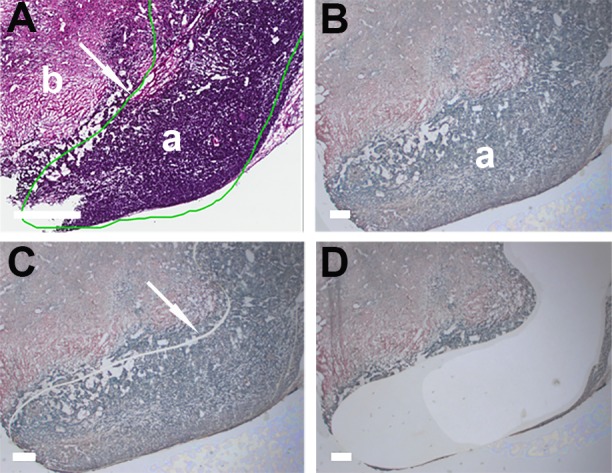
Pathology annotations of target area and documentation of carcinoma dissection by laser cutting. (A) Target area, carcinoma (a), was annotated by study pathologist on a digital image of reference H&E section of mammary gland (b) by green line (arrow); (B) View of LCM section with target area (a) on the dissecting screen of MMI CellCut microdissection instrument; (C) Dissecting screen view of the carcinoma area with the laser cut path (arrow); (D) Dissecting screen view of carcinoma area after retrieval of target cutout. A: Scale bar corresponds to 650 μm; B-D: Scale bars correspond to 300 μm.

Prepared H&E slides were digitally imaged with an Aperio Scan Scope®XT scanner according to the manufacturer’s directions, and quality of staining and morphological details was evaluated with Image Scope™ software. Digital images annotated by the study pathologist were used as reference slides during LCM of annotated targets for molecular analysis. The following LCM documentation was recorded for each sample: target area prior to LCM (Figs 1B and 2A), target area after laser cutting (Figs 1C and 2B), LCM area after target removal (Fig 1D) or views of LCM target on the collection cap (Fig 2C).

**Fig 2:**
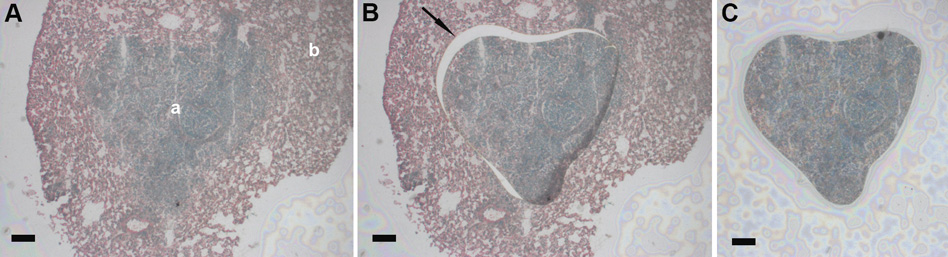
Documentation of lung metastasis removal from a mouse lung parenchyma by laser cutting. (A) Dissecting screen view of metastasis (a) in a mouse lung parenchyma (b); (B) Dissecting screen view of lung metastasis with the laser cut path (arrow); (C) View of LCM target cutout on the collection cap. Scale bars correspond to 100 μm.

### Preparation of LCM slides

Fixation and staining of LCM slides was conducted under RNAse-free conditions in 50 ml conical polypropylene tubes (Falcon, Franklin Lakes, NJ, USA) containing 45 ml of solution, as previously described [11]. ProtectRNA™RNAse inhibitor (1:500) (Sigma, Saint Louis, MO, USA) was incorporated in the LCM staining protocol (Table 1, S3 Fig) to protect RNA from degradation during water containing steps performed at room temperature (RT) [15].

**Table 1:** LCM Staining Protocol.

Staining protocol step	Reagents	Duration	Temperature	Reference Image
Fixation	100% ethanol¹ with 3% acetic acid²	30 sec	-20°C	S3 Fig, A
OCT removal I	MethylGreen^3^ (1000μl) with Protect RNA^4^ (4 μl)	20 sec	RT	S3 Fig, B (1), C, E
OCT removal II	MethylGreen (1000μl) with Protect RNA (4 μl)	20 sec	RT	S3 Fig, B (1), C, E
Rinse	100% ethanol	10 sec	RT	S3 Fig, B(2), G
Stain	Cresyl Violet Acetate^5^/eosin^6^ mix (300μl)	30 sec	RT	S3 Fig, B (3), D, F
Dehydration I	100% ethanol	30 sec	RT	S3 Fig, B(4), G
Dehydration II	100% ethanol	30 sec	RT	S3 Fig, B(5), G
Clearing I	Xylene^7^	2 min	RT	S3 Fig, H
Clearing II	Xylene	3 min	RT	S3 Fig, H
Drying I	Air dry in the hood	5 min	RT	S3 Fig, I
Drying II	Desiccator	1–4 hour	RT	S3 Fig, J

^1, 2^ Mallinckrodf Baker Inc., Phillipsburg, NJ, USA

^3^ Vector Laboratories, Inc., Burlingame, CA, USA

^4, 5^ Sigma, Saint Louis, MO, USA

^6^ VWR International, Rednor, PA, USA

^7^ EMD Chemicals, Inc. Cincinnati, OH

LCM slides were moved on dry ice from a slide box into fixative that was prechilled on dry ice for 1 hour (fixative reached a temperature of -20°C). In the OCT removal step (Table 1), the solution was applied to sections twice, and the slides were drained on Kimwipes between applications. “One-step Cresyl Violet Acetate / Eosin Y” stain [11], was modified as follows: 75 μl of cresyl violet stock solution, 25 μl of eosin Y, 250 μl of RNAse-free water and 250 μl of 100% ethanol.

### Laser microdissection and preparation of lysates for NanoString analysis

Dissections of serial LCM slides were performed on a MMI CellCut Plus (MMI Molecular Machines & Industries, Glattbrugg, Switzerland) as previously described [15]. The dissection time was kept under 30 minutes. In order to fit into the dissection time frame, the drawings of target areas larger than 0.5 mm in diameter were done with 4x objective following by laser cutting of annotated targets with 10x objective under the following laser parameters: laser speed at 37%, laser focus at 78% and laser power at 41%. Large cutout targets were collected from the slides with Inox #5 forceps (Roboz Surgical Instrument, Co., Dumont, Switzerland), and small targets were overlapped on a cap for easy detachment as previously described [15]. Collected targets were placed into a 250μl nuclease-free PCR tube kept in wet ice and containing 5 μl of buffer RLT (Qiagen GmbH, Hilden, Germany), prepared according to the manufacturer’s instructions, and 0.3 μl of RNAseOut™ Rnase inhibitor (Invitrogen). The tube with targets from the first dissection session was then vortexed for 15 seconds, briefly centrifuged at maximum setting and returned on ice, making sure that the targets were completely submerged in lysis buffer. The targets from consecutive sessions were added to the tube upon the same protocol. After the completion of LCM the tubes were incubated at RT for 20 minutes. The targets were removed from the lysate as previously described [15], and the tubes were placed in dry ice. The samples were stored at -70°C for 4 weeks before NanoString analysis.

### Determination of sample quality and LCM workflow suitability for NanoString analysis

For quality control of tissue samples, lysis of collected frozen sections and RNA purification were performed with AllPrep® DNA/RNA Micro Kit (Qiagen GmbH, Hilden, Germany). Lysis buffer (350 μl) was added to each of the tubes and placed in dry ice, and then the tubes were vortexed for 2 minutes at maximum setting. After five-minute incubation at RT, tubes were vortexed for 30 seconds, and total RNA was extracted according to the manufacturer’s instructions. RNA quality control was performed on Agilent RNA 6000 PicoChip (Agilent Technologies, Santa Clara, CA). Quality assessment of the majority of RNA preparations was carried out in duplicates. Sample suitability for NanoString analysis was based on Agilent Bioanalyzer RNA Integrity Number (RIN) and an electropherogramm of RNA [16].

To evaluate the LCM workflow and the number of sections required for collection of 100 ng of RNA, we conducted a pilot study for RNA yield and quality in normal tissues and lesions (1 and 2 samples, respectively). The pilot analysis was designed to answer the following questions: 1) Does LCM slide preparation, dissection approach and NanoString lysis procedure preserve RNA in LCM targets? 2) What is RNA content per mm² of target area in lesions and normal tissue? 3) What tissue area (number of sections) will be required for acquisition of 100 ng of RNA per specific sample?

### NanoString analysis of LCM samples

Total RNA lysates were prepared for nCounter analysis [17]. Based on published literature, 103 mRNA genes and controls classified as embryonic stem cell (ESC), epithelial-mesenchymal transition (EMT) and mesenchymal-epithelial (MET) markers were selected for nCounter® Custom Gene Expression Assay (NanoStrings Technologies) [13]. The selected gene set including housekeeping genes used for normalization is listed in S1 Table. Assays were performed according to the manufacturer’s instructions (NanoStrings Technologies, Seattle, WA). The total RNA data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and accessible through GEO Series accession number GSE63627.

### Quality control and data normalization of NanoString LCM samples

The data normalization was performed using the nSolver Analysis Software version 1.1 (NanoString Technologies, Seattle, WA) followed by background subtraction. The quality control (QC) parameters are based on the value of FOV (fields of view per sample) counts indicating imaging performance, binding density (a measure of sample saturation), positive and negative hybridization controls. A sensitivity level of 600 FOV counts was used for the analysis. The range for binding density should be between 0.05 and 2.25 across the samples. Positive control values should show linearity with corresponding dilutions and the negative control values should be low in a range from 0 to 10. Following the technical standardization, normalization was performed prior to analysis. Average of genes that are not expected to vary between samples (reference gene set) was used for normalization (*Hprt* NM_013556.2, *Oaz1* NM_008753.4, *Rpl27* NM_011289.3, *actin beta* NM_007393.1 and *Gapdh* NM_008084.1). The calculations for the background subtraction, correction factor, and normalization were performed as per standard NanoString analysis protocols [12].

### Affymetrix microarray of whole tissue samples

For global gene expression analysis (microarray), all RNA tissue samples were processed as previously reported [13]. Following extraction, RNA quality was accessed using the Agilent Bioanalyzer RNA Integrity Number (RIN) and RNA electropherogramm according to the manufacturer’s recommendations (Invitrogen, Carlsbad, CA). Genome-wide Affymetrix microarray hybridization and Microarray data processing also was performed as previously reported [13]. Microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and accessible through GEO Series accession number GSE63951.

### Statistical analysis of NanoString and microarray data

The raw data for microarray and NanoString study were pre-processed and normalized within Partek Genome Studio 6.6 (PGS, Version 6.6, Partek, Inc.) and nSolver v2.0.7.0, respectively. The custom set of 96 NanoString genes was extracted from the microarray dataset.

The data were then log-transformed and averaged across replicates for a particular sample group. Pearson’s Correlation statistic (p-value < 0.001) was then applied to test the significance of correlation for the expression profile of these 96 genes between the sample groups that were common across both the Microarray and NanoString analysis. A correlation heatmap was generated using Partek Genome Studio v6.6.

## Results and Discussion

### Determination of sample quality and LCM workflow suitability for NanoString analysis

The NanoString platform allows some flexibility on RNA integrity of analyzed samples. For valid comparison 50% or more transcripts in the samples should be larger than 300 nt [12], which roughly corresponds to RIN number 5. Quality control of RNA in frozen tissue blocks embedded in OCT revealed high molecular integrity in acquired tissues with range of RIN numbers between 7.6 and 9.8 (Table 2, Fig 3), which is ideal for laser microdissection technique where some degradation of RNA occurs during LCM slide preparation and dissection, thus initial high integrity of tissue RNA is crucial.

**Fig 3:**
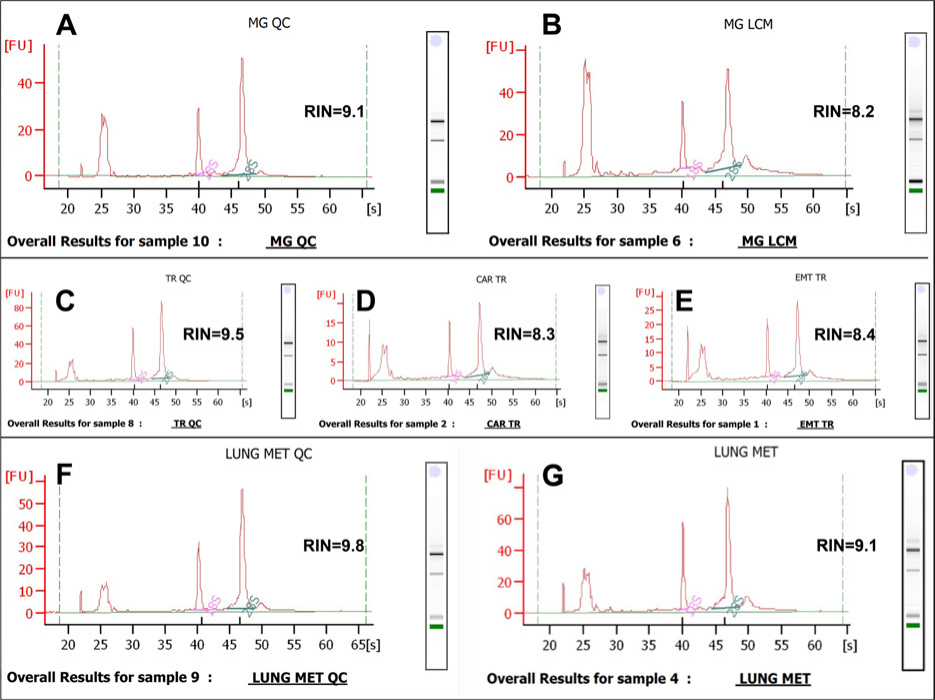
Representative Agilent electropherograms of high quality RNA retrieved from the control sections and corresponding LCM targets. (A, C, F) Frozen section of normal mammary gland (A), primary mammary tumor (C) and lung metastasis (F) placed directly in lysis buffer for RNA extraction. (B) LCM sample of normal mammary tissue; (D, E) LCM cell populations of primary mammary tumor: carcinoma (D) and EMT (E); (G) LCM sample of lung metastasis.

**Table 2:** Evaluation of Tissue Integrity, LCM Workflow Suitability, Quality and Yield of RNA in LCM Targets.

Sample	Time in desiccator (hours)	Total collectedtissue area (mm²)	Total RNA per mm² of tissue (ng)	Approximated area required for collection of 100ng total RNA (mm²)	RNA Integrity number (RIN) Mean ±SD (n = 2)
Tumor 1 block, mixed targets, no LCM	0	40 (one frozen section)	37	2.7	9.6 ± 0.1
Tumor 2 block, mixed targets, no LCM	0	48 (one frozen section)	28	3.4	9.8 ± 0.1
Mammary gland block, mixed targets, no LCM	0	56.3 (one frozen section)	17	5.7	9.7 ± 0.2
Lung block, mixed targets, no LCM	0	90.6 (one frozen section)	5	21.7	9.1 ± 0.3
Metastatic lung block, mixed targets, as described in method section, no LCM	0	140 (one frozen section)	8	12.2	9.8 ± 0.2
Carcinoma 1, LCM	3.5	4	39	2.5	8.4 ± 0.1
EMT 1, LCM	3	7.4	30	3	8.5 ± 0.1
Carcinoma 2, LCM	5	6.8	54	2	8.5 ± 0.1
Mammary gland, LCM	4.5	27.4	18	5	8.3 ± 0.1
Lung parenchyma, LCM	4	63.7	7	14	7.6 ± 0.4
Lung metastasis, LCM	4	20.5	38	2.5	9.1 ± 0.2

The control of RNA quality of the starting material is mandatory not only because the high quality samples guarantee the validity of downstream results [18–20], but also for proper choice of downstream analysis applicable to the degree of RNA degradation in the tissue blocks, especially in case of unique samples. The analysis of intact RNA samples is not limited by the specific downstream application; the results obtained with one application can be verified with another downstream platform. The possibility of a failed LCM sample is also a consideration.

To preserve the RNA integrity and enhance nuclear visualization, we used water–based Methyl Green stain in OCT removal step instead of water. Besides being less detrimental to RNA than water [21–23], this stain followed by cresyl/eosin mixture also enhances nuclear visualization on LCM dissecting screen. The duration of cresyl/eosin staining step depends on the aging time of cresyl violet acetate stock solution; 1–1.5 year old stock provides good staining with 5 seconds of stain application. It is important to follow the proper procedure of tissue freezing in OCT media to avoid freezing artifacts which compromise tissue morphology and often prevent the acquisition of a good quality cryosection. The cryosectioning with anti-roll plate and a cryostat-automated function is preferable, since a flat section with even thickness better adheres to the membrane and facilitates uniform staining.

To evaluate the LCM workflow and the number of sections required for collection of 100 ng of RNA we conducted a pilot study for RNA yield and quality. Following the described above approach to NanoString sample preparation we acquired 5μl lysates from pilot tissues, adjusted their volumes to 350μl with buffer RLT, then extracted RNA and qualified it as described above. We calculated the required number of slides using the previously described approach [15]. Our LCM slide preparation, dissection and NanoString lysate preparation protocols effectively preserved RNA in the LCM targets (Table 2).

For a more efficient target collection we used a laser cutting technology with metal framed membrane slides which can accommodate multiple sections allowing complete pick-up of the dissected tissue from the slide [15, 24], contrary to laser capture with often incomplete pick-up and the necessity of target clean-up from contamination with non-specific tissue [4, 11]. Though, a clean and complete pick-up of laser-captured targets can be facilitated by use of CryoJane slides [25], a lysis procedure is labor intensive due to the low volume of the NanoString input. Since 5μl of lysate is not enough to lyse targets on the cap, the film with embedded targets should be peeled off the collection cap and cut into pieces for complete immersion in lysis buffer [25]. However, if the targets are smaller than 30–50μm in diameter, infrared laser capture is warranted, since UV laser damages RNA in small targets.

Storage of stained slides in the desiccator for up to 5 hours before LCM, and accumulation of dissected targets for 2.5 hours in lysis buffer on wet ice did not cause degradation of RNA neither in lesions, nor in normal tissue samples (Table 2). Flexibility with slide storage and lysis time is important for large-scale projects. When the dissected annotated target area was larger than required for 100ng of RNA, then before sample incubation at RT the default volume of lysis buffer (5μl) was increased proportionally to the size of the dissected area calculated by MMICellCut Software (S2 Table). Since the software features different drawing groups, the annotation of the target intended for the estimate of the total dissected area, and the annotation intended for actual dissection by the laser should be allocated to the different drawing groups. This approach allows distancing the laser path from the targets, when possible, to avoid the damaging effect of UV- laser on the integrity of the targeted cell population. The decrease of lysate volume (below 4 μl) during removal of cutout membranes from the tube can be adjusted with buffer RLT. We prefer to collect more material, adding on average two extra sections to the estimated number, because it is easier to work with volumes larger than 5μl during lysis and following removal of cutout membranes from the tubes. For pilot study, the samples with largest targets should be selected from the sample set, since enough LCM material should be collected and extracted with the minimal elution volume recommended by the manufacturer in order to measure RNA concentration by Nanodrop spectrophotometer. Measurements starting from 20ng per microliter can be reliably used for estimation of RNA content in LCM targets of the same sample set. Unfortunately, it is impossible to obtain uniform (by RNA concentration) LCM samples due to variable performance of column based RNA extraction kits; the average of three technical replicates of RNA content per mm² can differ by 30–40%. However, such RNA amount range in a sample set is accounted by the normalization algorithm of NanoString platform with high degree of correlation across a range of input amounts [12]. For all LCM samples used in this study and their respective information regarding dissected area, volume and LCM duration, see S2 Table.

### NanoString platform quality control of LCM samples

The FOV value across the sample set was close to the accepted sensitivity level of 600. Binding density was in the range of 0.05–2.25. Positive control values were linear to the dilutions and negative control values were in the range of 0 to 10. All LCM samples satisfied imaging quality control metrics for nCounter data analysis (S3 Table, S4 Fig).

### Quality of whole tissue samples for microarray analysis

Collected whole tissue samples were of high RNA integrity. RNA with RIN from 8.3 to 10 was used for microarray hybridization (S5 Fig).

### NanoString of LCM samples versus microarray of whole tissue samples

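Whole tissue RNA of 26 mouse samples was read on Affymetrix arrays: 11 PT, 9 LungMets, 3 NMG and 3 NL, all from nude mice. The tumors grew from JygMC(A) cells, a mouse mammary carcinoma line that spreads to the lung on its own, given at 50000 cells per gland and named in the paper as JygMC(A)-GFP/Luc, with a dual reporter. The paper places the cells in the mammary fat pad and removes PT after 20 to 30 days, and the sample labels state a subcutaneous site, PT of day 30 and LungMets of day 50. JygMC(A) cells grown as a monolayer and as 3D spheres gave 1 array each and enter no test. The labels call the samples biological replicates without stating the animal of each, and the paper collected 1 or 2 fragments of PT and LungMets from 8 mice. If the arrays came from those mice, some of the 11 PT and 9 LungMets share a mouse, so n counts samples and the p-values measure spread between samples. The authors normalized the 28 arrays by RMA in Partek and deposited log2 values of probe sets, with array medians from 5.00 to 5.18. Of these probe sets, 34958 had 1 gene, 932 had several and 9211 had none listed. The 34945 used stood for 18193 genes, and each of the 9010 genes with several probe sets was read from the one with the highest mean. A limma model with 1 mean per group gave PT against NMG, LungMets against PT, LungMets against NL and LungMets against NMG, with Benjamini-Hochberg adjustment over all genes and no filter. The arrays were scanned in 4 date batches: 4 PT and 4 LungMets, then 7 PT and 5 LungMets, then NL, then NMG. A batch effect therefore cannot be told apart from tissue for NMG and NL. PT replicate 5 correlated better with the LungMets mean (0.989) than with the mean of the other PT (0.968). LungMets replicate 9 correlated better with the PT mean (0.983) than with the mean of the other LungMets (0.963). Both stayed in every test under their labels. With 3 arrays each, NMG and NL limit the precision of every comparison that uses them.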

In this study we compared non-amplified LCM samples using a customized nCounter gene expression profile from NanoString technology with amplified whole tissue using a global Microarray profile. We observed high degree of confidence and concordance when comparing primary tumor (PT), lung metastasis (LungMets), normal mammary gland (NMG) and normal lung parenchyma (NL) (S6 Fig). The Pearson correlation scores for individual sample groups between NanoString and Microarray assays were very similar (Table 3).

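Ctnnb1, which encodes the adhesion and Wnt signaling protein beta-catenin, was high on both platforms: array means were 12.75 ± 0.16 in PT (n = 11) and 12.80 ± 0.12 in LungMets (n = 9), beside the paper's NanoString means of 13.47 and 14.25. Gata3, a transcription factor of luminal mammary cells, was low in PT (4.16 ± 0.41 on the arrays, 4.83 by NanoString) and high in NMG (9.23 ± 0.62, n = 3, and 10.14). Foxa2, a transcription factor of lung endoderm, had its highest mean in NL on both, 9.22 ± 0.39 (n = 3) on the arrays and 9.51 by NanoString. Of the 96 genes of S5 Table, 89 were analysed here. Across these 89, Pearson's r between array means and the paper's NanoString means was 0.831 in PT, 0.847 in LungMets, 0.839 in NMG and 0.829 in NL. Spearman's rho was 0.803 in PT, 0.808 in LungMets, 0.836 in NMG and 0.807 in NL. Each of the 4 values of r had a permutation p of 1e-05, the smallest that 100000 permutations can give, and 1e-05 again after adjustment over the 4. With the mean of the probe sets of a gene in place of the highest, r was 0.784 in PT, 0.793 in LungMets, 0.783 in NMG and 0.782 in NL. From similar correlations in the 4 groups and from the heat maps, the paper concludes that the platforms gave highly concordant profiles for this panel. These correlations run across genes, which are not independent replicates. They compare whole tissue on the arrays with laser-dissected cells in the NanoString assay.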

**Table 3:** Pearson Correlation Scores for Individual Sample Groups Between NanoString and Microarray (p-value < 0.001).

Sample Group	Pearson Score
Primary Tumor	0.80
Lung Metastasis	0.81
Normal Mammary Gland	0.79
Normal Lung	0.80

The correlation scores and heat maps clearly demonstrate a high degree of concordance for the expression profile of this gene set derived from both platforms. Next, we compared mammary primary tumors and pulmonary metastases using the customized NanoString nCounter^**®**^ Gene Expression Codeset versus global gene expression on the Affymetrix platform. 

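Genes of lung cells were far higher in LungMets than in PT. Scgb1a1, the secretoglobin of club cells, was 13.29 ± 1.59 in LungMets (n = 9) and 5.90 ± 3.46 in PT (n = 11), a rise of 7.39 log2 units (SE 1.19, limma adjusted p = 0.000191, and 0.00133 with date batch in the model). Sftpc, a surfactant protein of alveolar type 2 cells, rose by 6.75 (SE 0.996, limma adjusted p = 0.000119, and 0.00133 with date batch), and Ager of alveolar type 1 cells by 5.46 (SE 0.782, adjusted p = 0.000119, and 0.00133 with date batch). Vwf, a clotting factor made by endothelium, rose by 3.36 (SE 0.504, adjusted p = 0.00012, and 0.00133 with date batch), and Dynlrb2, a dynein light chain of cilia, by 3.47 (SE 0.464, adjusted p = 0.000119, and 0.00133 with date batch). Col2a1, the collagen of cartilage, fell by 2.76 (SE 0.593, adjusted p = 0.00236, and 0.0112 with date batch), and Thbs2, a matrix protein of fibroblasts, by 2.80 (SE 0.608, adjusted p = 0.00262, and 0.0111 with date batch). The paper states that PT and LungMets were compared with the NanoString panel and with global expression on the arrays. Of 18193 genes, 2758 passed limma at adjusted p under 0.05, 1642 higher and 1116 lower in LungMets, a balance that turned with each array centred on its median (1431 higher, 1653 lower), quantile normalization once more (1429 and 1595) or only genes above the median mean (932 and 1019). The first date batch alone called 1392 (1025 higher, 367 lower), and the second, which holds PT replicate 5 and LungMets replicate 9, called 0 with limma (2669 at unadjusted p under 0.05). In that second batch the fold changes kept their direction, with Scgb1a1 at 6.15, Sftpc 5.73, Ager 4.63, Vwf 2.73, Dynlrb2 2.73 and Col2a1 -2.41, so 0 called genes do not show an absence of change. Leaving out PT replicate 5 and LungMets replicate 9 gave 3670 (1989 higher, 1681 lower). Lung epithelium genes were higher for 18 of 19, the same 18 adjusted over the list alone, with a median of 3.38 (camera adjusted p = 6.95e-23, adjusted p = 0.0363 with an estimated correlation, 4.66e-30 and 3.38e-14 in the 2 date batches). Endothelial genes were higher for 17 of 20, 18 adjusted over the list alone, with a median of 1.64 (camera adjusted p = 6.33e-17, adjusted p = 0.0955 with an estimated correlation, 9.58e-14 and 4.08e-13 by batch). Cilia genes, with Dynlrb2, were higher for 11 of 15, 13 adjusted over the list alone, with a median of 0.57 (camera adjusted p = 2.43e-10, adjusted p = 0.0363 with an estimated correlation, 1.14e-11 and 3.5e-07 by batch). Of the glycolysis and hypoxia genes 7 of 17 fell, 8 adjusted over the list alone, among them Car9, a carbonic anhydrase induced by low oxygen, by 0.95 (SE 0.222, limma adjusted p = 0.00455, and 0.0175 with date batch). That list gave camera adjusted p = 1.86e-05 (adjusted p = 0.181 with an estimated correlation, 4.38e-05 and 0.000146 by batch). Dynlrb2 was at 3.58 in PT, so the size of its rise depends on background signal. Whole tissue mixes tumor and lung cells, so a rise in LungMets does not show which cells made the RNA. The list means per array show how far PT replicate 5 and LungMets replicate 9 lie from their groups.

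**Figure D1:**
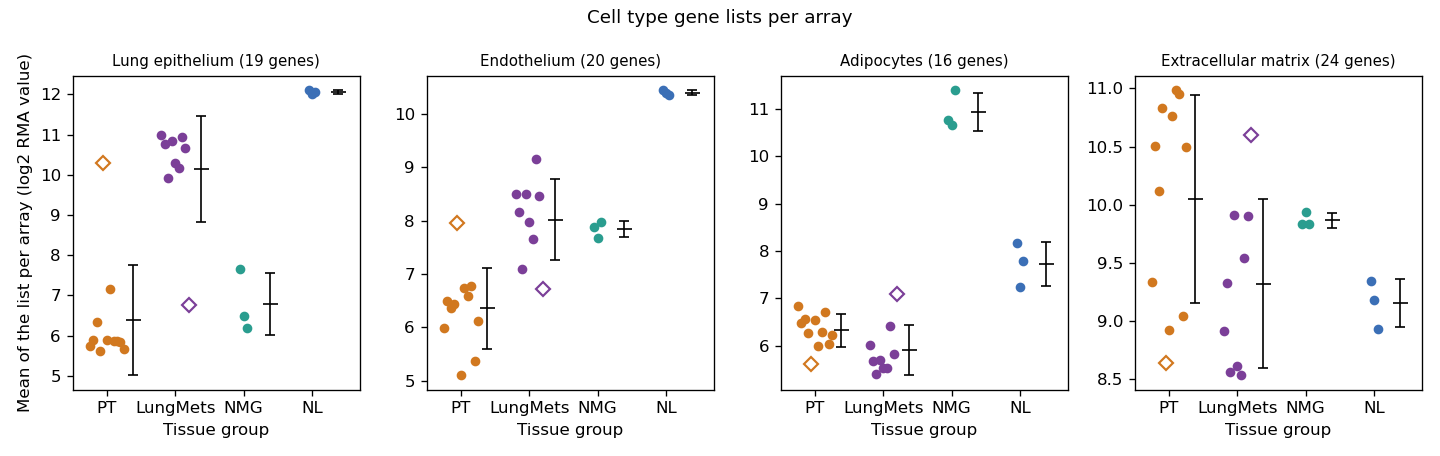
Mean log2 value of the members of 4 gene lists on each tissue array. Each point is 1 array, bars show mean ± SD of a group (11 PT, 9 LungMets, 3 NMG, 3 NL), and open diamonds mark PT replicate 5 and LungMets replicate 9.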

The NanoString expression counts can be found in S4 Table. The comparison of NanoString and microarray expression results for the selected NanoString gene set show similar sensitivity (S5 Table).

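Eomes, a transcription factor of trophoblast and early mesoderm, was low in PT on both platforms (4.48 ± 0.37 on the arrays, n = 11, and 2.77 in the paper's NanoString values) and higher in NMG (6.63 ± 0.48, n = 3, and 7.21). Sox2, a pluripotency factor, had its lowest mean in NMG (2.93 ± 0.14, n = 3, and 2.14) and its highest in NL (6.99 ± 0.57, n = 3, and 8.66). Cdh2, the N-cadherin of mesenchymal cells, was highest in PT on both (9.23 ± 1.17, n = 11, and 10.83). Epcam, an adhesion molecule of epithelium, was nearly equal in PT and LungMets on the arrays (11.22 ± 2.017, n = 11, and 11.23 ± 1.303, n = 9) and differed by NanoString (8.34 and 11.11). The paper dissected carcinoma and spindle-like areas of primary tumors, with Epcam higher in carcinoma areas. How these areas entered the NanoString mean of PT was not analysed here. Actb, a cytoskeletal actin, was 13.08 ± 0.27 in PT (n = 11) on the arrays and 16.64 by NanoString. The paper used Actb as a reference gene for normalization. Its NanoString value is 16.64 in LungMets, NMG and NL too, so it does not compare groups or platforms. From the values of both platforms for the same genes, the paper concludes that their sensitivity was similar. Klf4, a pluripotency and epithelial factor, has NanoString means of 3.62 in PT and 2.44 in LungMets in S5 Table, while its average count in S4 Table is 1255.54 (10.29 in log2) and its array means were 9.59 and 9.57. Krt1, a keratin of the epidermis, has 10.50 and 9.65 in S5 Table, while its average count is 15.64 (3.97 in log2) and its array means were 4.64 and 4.30. The NanoString values of Klf4 and Krt1 in S5 Table thus fit the opposite gene, and they were used as printed. Means of groups carry no test of sensitivity, and the lowest amount either platform can detect was not analysed here.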

### Embryonic stem cell and epithelial-mesenchymal transition signature

In this study we used a customized gene set containing ESC, EMT and MET markers that were selected for nCounter® Gene Expression Assay, and the same gene set was selected from the Affymetrix platform. We conducted an analysis of variance (ANOVA) between normal mammary gland epithelium (3 samples) and primary mammary carcinoma (11 samples), identifying 24 differentially expressed genes (absolute fold change threshold of 1.5 and p-value <0.05) from the Affymetrix platform (S6 Table). 

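Gata3, a luminal transcription factor, was 9.23 ± 0.62 in NMG (n = 3) and 4.16 ± 0.41 in PT (n = 11), a fall of 5.07 log2 units (SE 0.261, limma adjusted p = 7.74e-14). The PT arrays ran from 3.37 to 4.71, so low that the size of this fall may depend on background signal. Kit rose by 2.64 (SE 0.31, limma adjusted p = 1.72e-07), and Cldn1, a tight junction protein, fell by 2.14 (SE 0.239, adjusted p = 7.27e-08) to 3.71 in PT, so low that the size depends on background signal. It also depends on the probe set, since the paper's array means of Cldn1 are 3.16 in PT and 3.71 in NMG. Klf4 rose by 1.35 (SE 0.453, limma adjusted p = 0.0166), and Acta2, the smooth muscle actin of myoepithelium, fell by 1.48 (SE 0.505, adjusted p = 0.0185). Without NMG replicate 1, Klf4 (1.21) and Acta2 (-1.32) missed adjusted p under 0.05, and so they did without NMG replicate 2 (1.24 and -1.46). Acta2 (-1.48) also missed it when only the 2 groups compared were fitted. The size of its fall depends on the probe set too, since the paper's array means of Acta2 are 5.36 in PT and 5.93 in NMG. From this comparison of NMG with PT at a fold change of 1.5, the paper concludes that 24 panel genes differed. With the paper's thresholds, limma called 28 of 90 panel genes, 13 higher and 15 lower in PT. They were 21 of the 22 genes of S6 Table analysed here, and Acta2, Brix1, Cldn1, Fn1, Klf4, Tcf4 and Terf1. Gdf3, a growth factor of early embryos, rose by 0.47 (SE 0.119, limma adjusted p = 0.0021), a fold change of 1.38. Fn1, the matrix protein fibronectin, was 1.08 higher in PT with adjusted p = 0.0806, and it alone dropped out when the p was adjusted: 27 genes, also 27 adjusted over the list alone. With the mean of the probe sets of a gene, the paper's thresholds called 23 genes: all 22 S6 genes, Gdf3 included, and Klf4. Acta2, Brix1, Cldn1, Fn1, Tcf4 and Terf1 were not called there, so these calls depend on the probe set chosen. Without the fold change, 38 of 90 panel genes passed adjusted p under 0.05, 19 higher and 19 lower. All 22 S6 genes passed (10 higher, 12 lower), the same adjusted over the list alone, and since the study chose them on these arrays this is not independent evidence. Leaving out NMG replicate 3 gave 25 genes, without Ctnnb1, Snai1 and Terf1, and leaving out NMG replicate 2 gave 31. The 3 NMG arrays are a batch of their own, so batch and tissue cannot be separated.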

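Sox17, an endothelial and endoderm factor, was 7.45 on PT replicate 5 and 5.01 ± 1.01 over all PT (n = 11), beside 6.81 ± 0.33 in NMG (n = 3). Cdh2 was 6.19 on PT replicate 5, below every NMG array, and 9.23 ± 1.17 over all PT. The 14 arrays of NMG and PT were clustered on the 22 S6 genes analysed here by average linkage on correlation distance. The 2 main branches held 10 PT in one and the 3 NMG with PT replicate 5 in the other. From 2 branches that part the groups, the paper concludes that the expression of these genes separates NMG from PT. Euclidean distance placed all 11 PT in 1 branch, and so did the 90 panel genes and all 18193 genes, while complete linkage and genes centred but not scaled kept PT replicate 5 with the 3 NMG. The mean of the probe sets of a gene, which gave the values of S6 Table, was not clustered. The genes were chosen for differing between NMG and PT on these arrays, so a split into these groups is not independent evidence.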

The unsupervised hierarchical clustering based on the expression pattern of this gene set resulted in two main branches segregating the 2 groups of samples (Fig 4).

**Fig 4:**
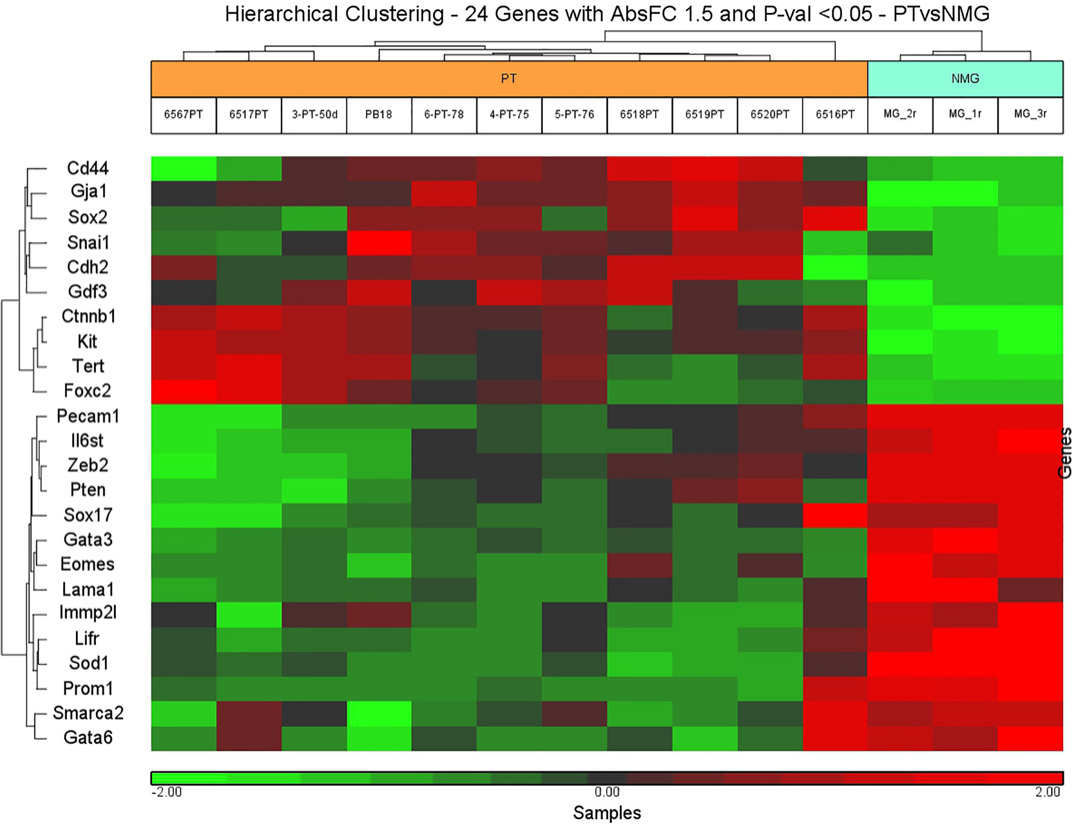
Unsupervised hierarchical clustering of normal mammary gland versus primary tumor. Scaled down representation of the entire cluster is based on 24 genes differentially expressed between normal mammary gland (NMG) and primary mammary tumors (PT). Each row represents a single gene and each column represents a sample. Red color indicates upregulation, green color—downregulation, and black color—no change in expression level compared with the reference sample.

Overexpression of *Sox2*, *Snail*, *Cdh2*, *Ctnnb1*, *Kit*, *Tert* and *Foxc2* was observed in the majority of primary tumor samples while a distinct overexpression of *Pecam1*, *Zeb2*, *Pten*, *Gata3*, *Eomes*, *Sod1*, *Prom1* and *Gata6* was observed in normal mammary gland areas.

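In PT, Sox2, a pluripotency factor, was 4.57 ± 0.75 (n = 11) beside 2.93 ± 0.14 in NMG (n = 3), a rise of 1.63 log2 units (SE 0.437, limma adjusted p = 0.00336) with all 11 PT above every NMG. Kit, the receptor of stem cell factor, rose by 2.64 (SE 0.31, limma adjusted p = 1.72e-07), and Tert, the reverse transcriptase of telomerase, by 2.61 (SE 0.63, adjusted p = 0.00135), each with 11 PT above every NMG. Ctnnb1, beta-catenin, rose by 0.65 (SE 0.103, limma adjusted p = 1.18e-05) and Foxc2, a mesenchymal transcription factor, by 0.99 (SE 0.275, adjusted p = 0.00456), again in all 11. Cdh2, N-cadherin, rose by 2.20 (SE 0.68, limma adjusted p = 0.00959), with 10 PT above every NMG and PT replicate 5 below them. Snai1, the repressor of E-cadherin called Snail, rose by 0.65 (SE 0.234, limma adjusted p = 0.0252), with 8 PT above every NMG. Leaving out NMG replicate 3 brought Snai1 to 0.56 and NMG replicate 1 to 0.59, neither past adjusted p under 0.05. Higher in NMG, Pecam1 of endothelium fell by 2.72 in PT (SE 0.516, limma adjusted p = 0.000113) and Zeb2, a repressor of E-cadherin, by 2.80 (SE 0.409, adjusted p = 4.09e-06). Gata3 fell by 5.07 (SE 0.261, limma adjusted p = 7.74e-14) and Eomes by 2.15 (SE 0.228, adjusted p = 3.38e-08). Sod1, a superoxide dismutase, fell by 0.78 (SE 0.126, limma adjusted p = 1.62e-05), with 3 of its 5 probe sets in that direction. Prom1, the stem cell and luminal marker CD133, fell by 2.78 (SE 0.43, limma adjusted p = 8.88e-06), and Gata6, an endoderm factor, by 1.57 (SE 0.405, adjusted p = 0.00245). For Pecam1, Zeb2, Gata3, Eomes, Sod1 and Prom1 all 11 PT lay below every NMG, and for Gata6 10 did. From these 24 genes, the paper concludes that most PT overexpressed the first set and that NMG overexpressed the second. The other S6 genes were Cd44 (1.00, p = 0.00514), Gja1 (0.74, p = 0.00128) and Gdf3 (0.47, p = 0.0021), higher in PT, and Sox17 (-1.80, p = 0.00692), Smarca2 (-1.02, p = 0.0162), Il6st (-1.65, p = 3.12e-05), Lama1 (-1.59, p = 1.47e-06) and Lifr (-2.11, p = 8.14e-06), lower in PT, each with the limma adjusted p. Smarca2 missed adjusted p under 0.05 without NMG replicate 1 (-0.98) or NMG replicate 3 (-0.97). Sox2 in NMG lay at the level of Y-linked genes (list means 2.86 to 3.23), so the size of its rise depends on background signal, as does the fall of Lama1 to 3.65 in PT. The rise of Foxc2 from 3.95 in NMG and the fall of Gata3 to 4.16 in PT may depend on background signal too. So may the falls of Eomes (4.48 in PT), Prom1 (4.56) and Gata6 (4.81). The same holds for the rises of Tert (4.58 in NMG), Snai1 (4.63) and Gdf3 (4.31). All these means lay below every array median (5.00 to 5.18), and Pecam1 (5.04) and Sox17 (5.01) in PT lay near the lowest of them. With the mean of the probe sets of a gene, Ctnnb1 rose by 1.05, and Zeb2 fell by 1.50, Lifr by 1.07 and Gata6 by 0.73, the values of S6 Table and over 1.5 times apart from those above. NMG contains fat, lymphocytes and vessels, so a lower value in PT does not show a fall within epithelial cells. The spread of each S6 gene over the arrays of PT and NMG is plotted.

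**Figure D2:**
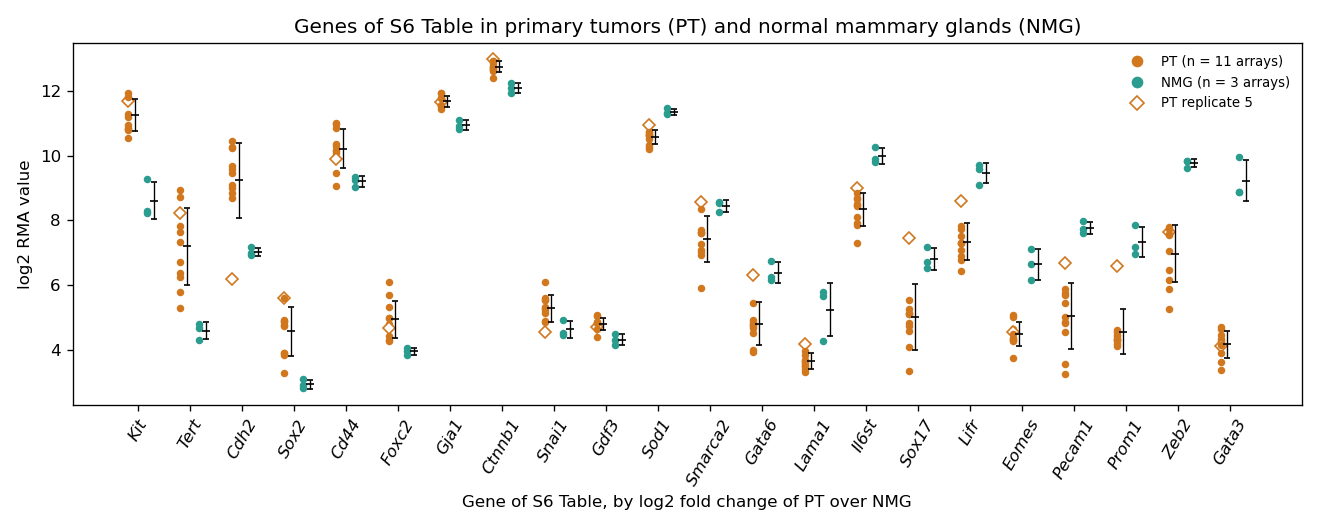
Log2 values of 22 genes of S6 Table on each array of PT (orange, n = 11) and NMG (green, n = 3). Each point is 1 array, and the diamond marks PT replicate 5.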

This metastatic mouse model displays a mixed cell population in the primary mammary tumors of both epithelial and spindle-like mesenchymal cells. However, in lung parenchyma only epithelial-like features were displayed. To generate a precise correlation between epithelial and spindle-like cells and their ESC and EMT-MET signature, we used LCM combined with NanoString mRNA analysis. The former procedure allowed gene expression profile analysis with a cell base, rather than tissue based resolution. To characterize molecular alterations of the ESC markers and EMT members during tumorigenesis, we conducted an ANOVA test between epithelial-like cells (6 carcinoma samples) and spindle-like (8 EMT samples) cells, identifying 17 differentially expressed genes (fold change 1.5 and p-value <0.05) (S6 Table). The unsupervised hierarchical clustering based on the expression pattern of this gene set resulted in two main branches segregating the samples in distinct groups (Fig 5).

**Fig 5:**
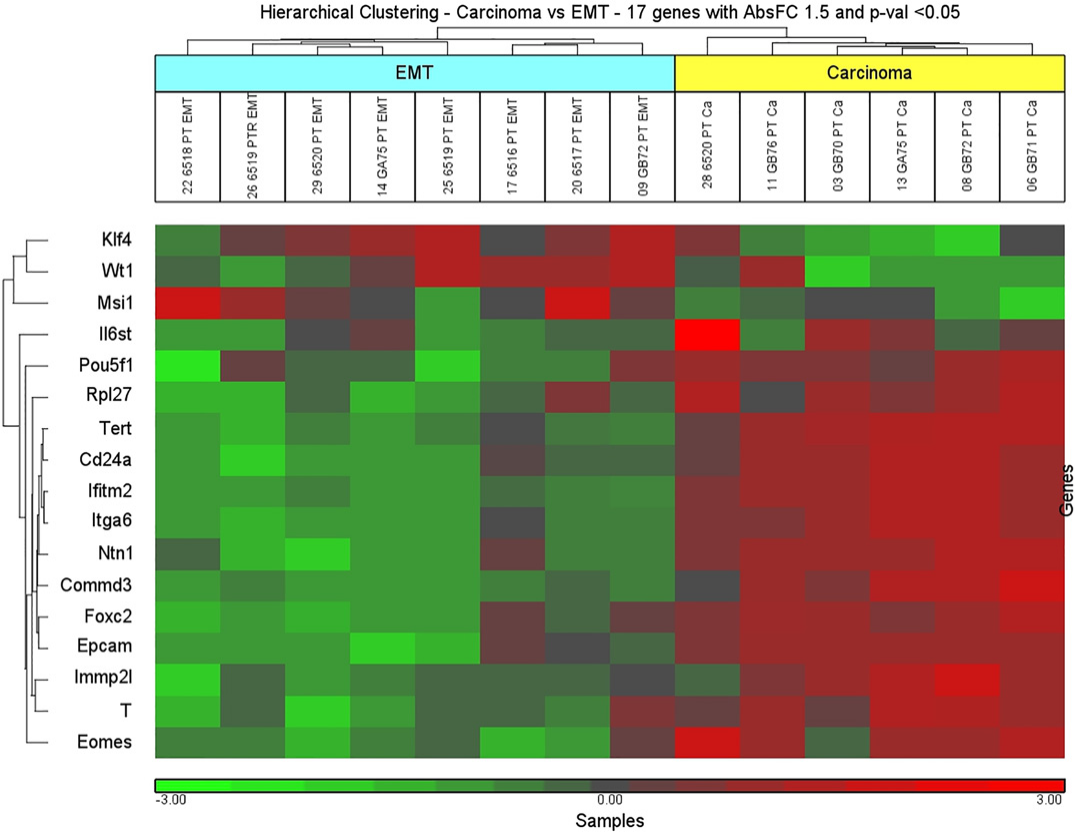
Unsupervised hierarchical clustering of carcinoma versus EMT. Scaled down representation of the entire cluster is based on 17 genes differentially expressed between carcinoma (epithelial-like areas) and EMT (spindle-like areas). Each row represents a single gene and each column represents a sample. Red color indicates upregulation, green color—downregulation, and black color—no change in expression level compared with the reference sample. EMT: Epithelial-Mesenchymal transition.

Overexpression of *Klf4*, *Wt1* and *Msi1* was observed in the EMT (spindle-like areas) whereas overexpression of the *Epcam*, *T*, *Foxc2*, and *CD24a* was observed in carcinoma areas.

## Conclusions

Our adaptation of LCM sample preparation and workflow to the requirements of the NanoString platform allowed acquiring samples with high RNA quality. The subsequent analysis of such samples provided sensitive detection of genes of interest and their associated molecular pathways. The pilot LCM study is essential for determining the target area size containing around 100ng of RNA to avoid biased NanoString results. Through this study, we demonstrate effective coupling of LCM and NanoString technologies to achieve reliable, reproducible and robust interrogation of gene expression profiles. No amplification of mRNA is also a positive feature of the NanoString technology.

In this study we compared non-amplified LCM samples using a customized nCounter gene expression profile from NanoString technology with amplified whole tissue using a global Microarray Affymetrix profile. We observed high degree of confidence and concordance between both assays. However, the use of LCM technology focuses on precise extraction of highly defined histological areas to more fully clarify discrete molecular changes in gene expression at a finer level of resolution, followed by NanoString, which lends sensitivity to obtain expression counts without amplification, truly represents a combinatorial synergism of technologies that enables interrogation of a complex biological system with reasonable level of accuracy.

## Supporting Information

S1 Fig Demonstration of rodent sample collection for laser-capture and laser cutting microdissection. RNAse-free conditions should be observed through the entire procedure: (A) RNAse-free necropsy instruments should be stored in autoclaved packages and placed in 50 ml Falcon tubes under plastic cover (arrow) before transfer to necropsy hood; (B) Reagents and materials should be solely designated for LCM sample collection; (C) Skin (arrows) should be moved away from the peritoneal (a) and pleural (b) cavities to avoid contamination and subsequent cryosectioning artifacts from hair. To ensure prompt dissection of the target organ and to slow down RNA degradation, only the targeted area should be exposed; (D) Intact target organ (arrow) can be trimmed if required (E), and then positioned into plastic embedding mold. (F) The mold (arrow) should be completely filled with OCT and floated on a bath of dry ice and 2-methylbutane; (G) After OCT turned white, the mold should remain on a bath for 10 minutes for complete freezing of the tissue; (H) The mold with frozen tissue should be moved onto dry ice and observed for complete evaporation of 2-methylbutane prior to -80°C storage. A: Scale bar corresponds to 20 mm; B, C, F-H: Scale bars correspond to 10 mm; D: Scale bar corresponds to 2000 μm; E: Scale bar corresponds to 3000 μm.
(TIF) Click here for additional data file.

S2 Fig LCM slide preparation for NanoString sample: Cryotomy of frozen OCT embedded tissue onto metal-framed PET slides for laser-cutting microdissection. (A) MMI SupportSlide with the elevated platform (black arrow) facilitates section mounting on metal-framed slide (white arrow); (B) The window of PET slide (arrow) snugly fits the elevated platform of support slide; (C) MMI SupportSlide–PET slide assembly should be flipped that inverted MMI logo of SupportSlide (arrow) faces cryotomist during mounting of the section; (D) The OCT block trimmed close to the tissue allows to fit several serial sections (arrows) in the window of PET slide; (E) Immediately after mounting, pre-labeled slides should be placed on a kimwipe in a Styrofoam box with dry ice, label down (solid arrow). Slides should be transferred in five slot pre-chilled mailing containers (double arrows) for -80°C storage prior to LCM. Scale bars correspond to 4000μm.
(TIF) Click here for additional data file.

S3 Fig LCM slide preparation for NanoString sample: Demonstration of staining protocol and technique for metal-framed membrane slides. (A) LCM slides (arrow) transferred into fixative stored in a tube on dry ice inside the Styrofoam box; (B) LCM staining station: Methylgreen with RNAse inhibitor (1), 100% ethanol for brief rinse (2) prior to the application of cresyl violet/eosin stain (3), two changes of 100% ethanol (4, 5), staining box (empty pipet tip container) (6), timers (7) preset for the duration of the first and two following steps of staining protocol, kimwipes (8) for draining the slides after methylgreen and cresyl violet/eosin stains; (C) OCT removal step; (D) cresyl violet/eosin stain application; (E, F) Draining steps prior to slide transfer into 100% ethanol after Methylgreen and stain, respectively; (G, H, I, J) LCM staining protocol sequence following the fixation: OCT removal with Methylgreen, rinse in 100% ethanol, staining with cresyl violet/eosin and rinse after staining, dehydration in 100% ethanol (G), clearing in two changes of xylene (H), drying in the fume hood (I) prior to transfer into a desiccator for additional drying (J); (K) LCM slide prepared for dissection: four serial sections of tumor (arrow) are positioned on the membrane in the same orientation for time effective dissection; (L) The same target regions (arrows) are dissected and removed from the slide by MMI IsolationCap®; (M) For larger target regions, retrieval of dissected targets from the slide by forceps under the dissection microscope into 1.5 ml Eppendorf tube is more time effective than with MMI IsolationCap®. Before LCM slide removal from the dissecting stage, membrane slide should be covered with regular glass microscope slide (black arrow) to avoid the loss of cut targets (white arrows) due to static. A: Scale bar corresponds to 20 mm; B, C, E, F, I, J: Scale bars correspond to 10 mm; D, G, H, K-M: Scale bars correspond to 5 mm.
(TIF) Click here for additional data file.

S4 Fig nSolver QC parameters. The table represents numerical parameters used in this study to access LCM samples quality control for NanoString gene profiling.
(TIF) Click here for additional data file.

S5 Fig Agilent Bioanalyzer electropherogramm of whole tissue RNA. The view of an Agilent RNA analysis on NanoChip. RIN- RNA integrity number.
(PDF) Click here for additional data file.

S6 Fig Correlation cluster image using Pearson’s Correlation statistic shows high degree of concordance between the same samples from microarray and NanoString datasets. The white squares represent high degree of confidence and concordance when comparing PT, LungMets, NMG and NL between non-amplified LCM samples using a customized nCounter gene expression profile from NanoString technology with amplified whole tissue using a global Microarray profile. PT: primary tumor; LungMets: lung metastasis; NMG: normal mammary gland and NL: normal lung parenchyma.
(TIF) Click here for additional data file.

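Pecam1, an adhesion molecule of the endothelium, had its highest mean in NL on the arrays (10.13 ± 0.02, n = 3) and in the paper's NanoString values (13.76). Kit, the receptor of stem cell factor, had its lowest mean in NMG on the arrays (8.60 ± 0.58, n = 3) and by NanoString (9.05). Across the 89 panel genes, the NanoString profile of PT had r = 0.831 with the PT arrays, beside 0.806 with LungMets, 0.791 with NMG and 0.728 with NL. The NanoString profile of LungMets had r = 0.847 with the LungMets arrays, beside 0.825 with PT, 0.789 with NMG and 0.774 with NL. For NMG the value was 0.839 with its own arrays and from 0.748 to 0.763 with the other groups. NL had 0.829 with its own arrays and from 0.709 to 0.772 with the rest. All 4 NanoString profiles thus had their highest r with the arrays of the same tissue, and PT and LungMets lay closest to each other. The differences between these correlations were not tested, since the genes are not independent replicates.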

S1 Table The targeted region and corresponding sequences of embryonic stem cells and EMT-MET markers selected for a custom NanoString probe set. (XLSX) Click here for additional data file.

S2 Table LCM samples collected for NanoString analysis via laser cutting and lysed in Qiagen buffer RLT (4μl of lysate contains around 100 ng of RNA). (XLSX) Click here for additional data file.

S3 Table Nanostring QC parameters to all samples. (XLSX) Click here for additional data file.

S4 Table NanoString expression counts. (XLSX) Click here for additional data file.

S5 Table Summary of the NanoString and microarray gene expression profiling using the NanoString gene list. (XLSX) Click here for additional data file.

S6 Table Data matrix with log-transformed expression intensity values of genes in PT and NMG samples (top) and Carcinoma and EMT samples (bottom), used as input for generating the heat maps in Figs 4 and 5, respectively. (XLSX) Click here for additional data file.

# Supplementary material for: Adaptation of Laser Microdissection Technique for the Study of a Spontaneous Metastatic Mammary Carcinoma Mouse Model by NanoString Technologies
**Source:** PLoS One. 2016 Apr 14;11(4):e0153270. doi: 10.1371/journal.pone.0153270

Assay Class: Eukaryote Total RNA Nano  
Data Path: V:\...\CSAS\_14023\_Castro\_011513\CSAS\_14023\_Castro\_QC\_1\_011513.xad

Created: 1/15/2013 1:31:48 PM  
Modified: 1/15/2013 2:03:03 PM

Electrophoresis File Run Summary

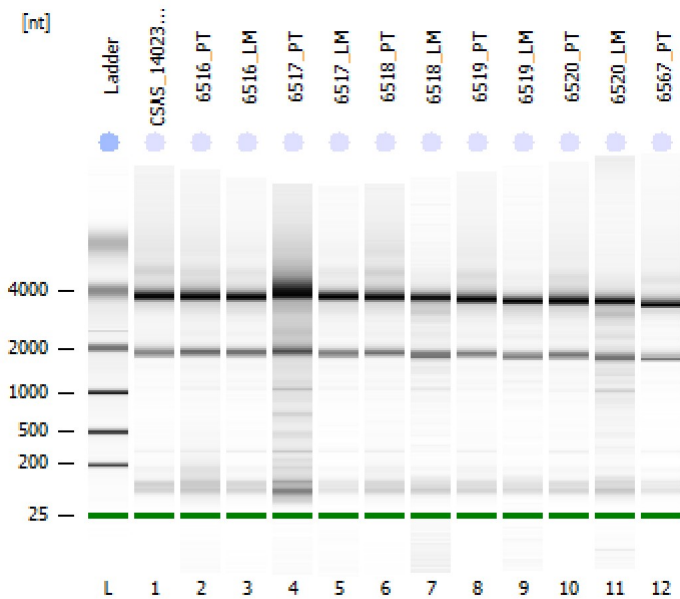

Instrument Information:

Instrument Name: DE13804808      Firmware: C.01.069  
Serial#: DE13804808      Type: G2939A

Assay Information:

Assay Origin Path: C:\Program Files\Agilent\2100 bioanalyzer\2100 expert\assays\RNA\Eukaryote Total RNA Nano Series II.xsy  
Assay Class: Eukaryote Total RNA Nano  
Version: 2.6  
Assay Comments: Total RNA Analysis ng sensitivity (Eukaryote)  
© Copyright 2003 - 2009 Agilent Technologies, Inc.

Chip Information:

Chip Lot #:  
Reagent Kit Lot #:  
Chip Comments:

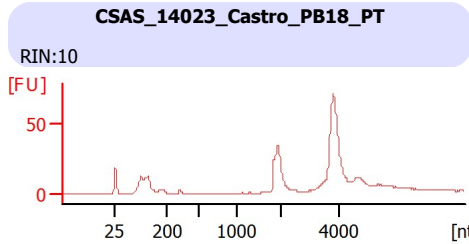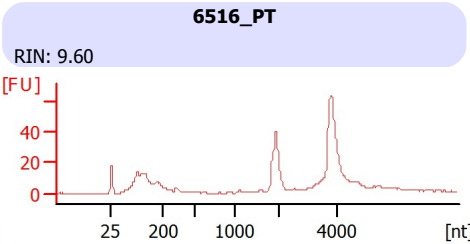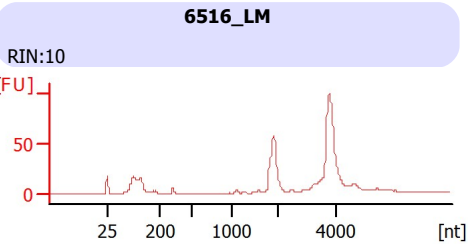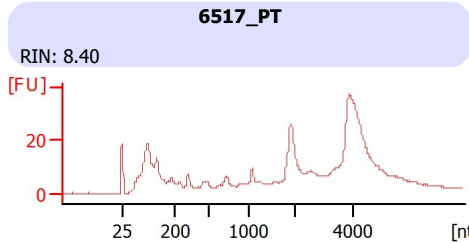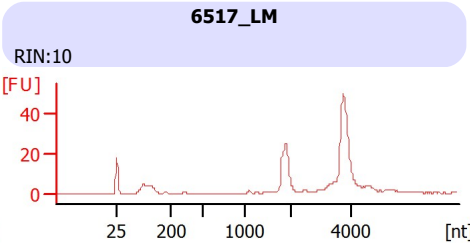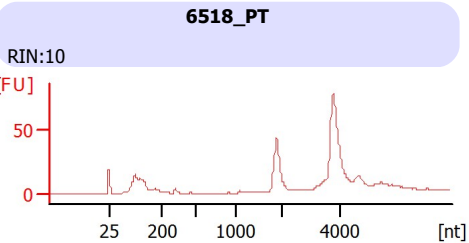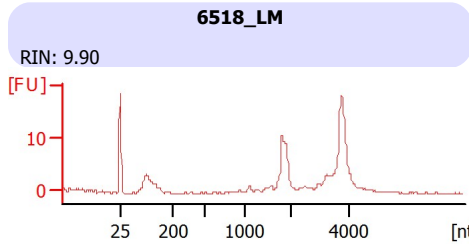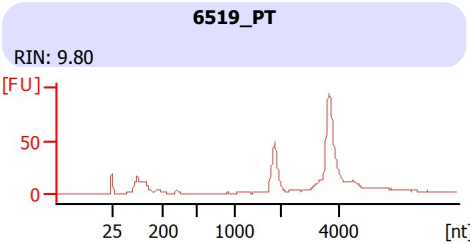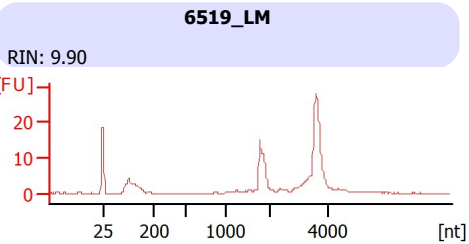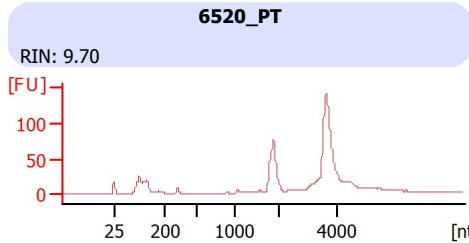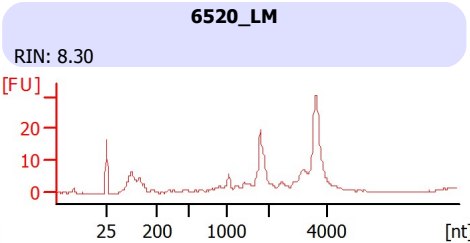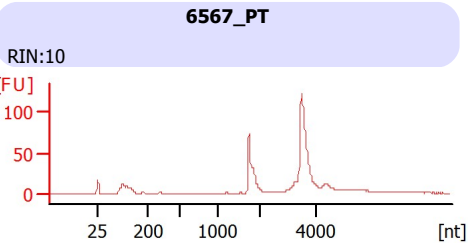

**Supplement:** S5 Fig — The view of an Agilent RNA analysis on NanoChip. RIN- RNA integrity number.

How the deposited data were processed for this re-analysis (not part of the article)

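RNA of whole tissue from mice was measured on Affymetrix arrays in 11 primary tumors (PT), 9 lung metastases (LungMets), 3 normal mammary glands (NMG) and 3 normal lungs (NL). JygMC(A) cells as a monolayer and as spheres gave 1 array each. The deposited log2 values were made by the authors with RMA in Partek, which corrects background, normalizes by quantiles and summarizes probe sets. The paper gives Partek version 6.6, and a version of RMA was not found in the paper or the labels. The paper's NanoString group means in S5 Table and average counts in S4 Table were used as printed.

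Array medians lay from 5.00 to 5.18 log2 units, and the values were not normalized again. A probe set counted for a gene when the annotation of the platform listed 1 gene symbol for it. This held for 34958 probe sets, while 932 listed several genes and 9211 none. Of those with 1 gene, 34945 were used and stood for 18193 genes. For 9010 genes with several probe sets the one with the highest mean over the 26 tissue arrays was used. Gene identifiers were found in the reference for 34741 probe sets and not for 204, and no symbol was changed by it.

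Groups were read from the sample labels. A model with 1 mean per group was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 to the 26 tissue arrays, and all tests were two-sided. The comparisons were PT against NMG, LungMets against PT, LungMets against NL and LungMets against NMG. P-values were adjusted by Benjamini-Hochberg over all 18193 genes, without a filter, and a gene was called at adjusted p under 0.05. For the panel in PT against NMG the paper's thresholds were also used, a fold change of 1.5 and the unadjusted p. Lists were tested with camera at an inter-gene correlation of 0.01, adjusted over 21 lists per comparison, which made 84 tests. Correlations between platforms used Pearson's r and Spearman's rho over 89 genes, with 100000 permutations. Arrays of PT and NMG were clustered by average linkage on 1 minus Pearson's correlation of standardized genes. Input was read with jsonlite 2.0.0, and plots were made with Python 3.11.15 and matplotlib 3.10.9.

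The 21 lists were EMT mesenchymal markers, epithelial markers, pluripotency markers, early lineage markers, lung epithelium, endothelium, adipocytes, B lymphocytes, T and NK lymphocytes, macrophages and neutrophils, skeletal muscle, erythrocytes, luminal mammary epithelium and milk proteins, basal mammary epithelium, extracellular matrix, cell proliferation, glycolysis and hypoxia, interferon response, ciliated cells, the panel and the genes of S6 Table. A further list of 3 Y-linked genes was used to look for male tissue and as a reference for low signal. Its mean lay from 2.86 to 3.23 on the 26 tissue arrays. The samples, comparisons, lists, tests and most alternatives were fixed before the data were examined. S4, S5 and S6 Tables had been read by then. Genes were named by a rule: those the paper names for the arrays and those of S6 Table, the 10 largest rises and falls among genes called in PT against NMG and in LungMets against PT, the 6 largest in the other comparisons, and up to 4 called members per list. The alternatives were other ways to join probe sets, a filter on low values, renormalized or centred arrays, date batch as a block, array weights, replicate number as a block, fits of 2 groups, the paper's ANOVA, leaving out each array, other set tests and other settings of the clustering.

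The fit was tested on simulated data with the same groups, in which some genes were shifted in each comparison. In PT against NMG limma found 32.8% of the genes shifted by 0.5 log2 units, 88.1% at 1 and 95.5% at 2. In LungMets against PT it found 70.1%, 92.5% and 100%. In LungMets against NL the shares were 40.3%, 77.6% and 93.9%, and in LungMets against NMG 37.3%, 70.1% and 95.5%. At most 12 of 17973 unshifted genes were called, and camera called the shifted list and 0 of 20 others. On the real arrays 29 of 84 list tests were weaker with an estimated correlation between genes. The simulation therefore gives no support to camera calls on lists whose genes vary together.

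The 2 cell line arrays were left out of every fit because each stands alone. Of the panel, 90 of 97 genes were analysed here, and of S6 Table 22 of 24. Some genes are not reported here. NanoString values of single samples, images and the dissected samples were not used here.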

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

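The comparisons of PT replicate 5, LungMets replicate 9 and Notch4 with other arrays and the splits within a date batch were chosen after the result was seen, and the other splits of arrays were planned.

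PT replicate 5 and LungMets replicate 9 lay with the arrays of the other group, the only 2 of 20 that correlated better with the other mean. A swap of labels between the 2 groups would give this, but the same observation raised the question, so it does not test a swap. Lung epithelium had a mean of 10.29 on PT replicate 5 (other PT 5.62 to 7.16) and 6.77 on LungMets replicate 9 (other LungMets 9.93 to 11.0), and adipocytes had 5.62 (other PT 5.99 to 6.83, NL 7.24 to 8.17) and 7.09 (other LungMets 5.40 to 6.41). Normal lung mixed into PT replicate 5 stays open: over 63 genes that the other LungMets held above both PT and NL its mean was 6.13, and a mixture of another PT with NL reached at most 5.99, but with the genes chosen without PT replicate 6 its mean was 6.37 beside 6.34 for a mixture with that array (difference 0.0211, SE across genes 0.0821), and over genes that the other LungMets held below both it lay at least 0.201 (SE across genes 0.0572) below any mixture of NL with another PT, but so did PT replicate 6 (0.108, SE 0.0352) with lung epithelium at only 5.89, so tumors differ enough to give such values without lung. LungMets replicate 9 as a metastasis with little lung stays open too: its mean over the 63 genes was 5.63, and with the genes chosen without the array compared it lay 0.0149 above PT, beside 0.407 to 0.654 for the other LungMets, but the other PT reached from -0.0623 to 0.536 (PT replicate 6), so the measure does not part the 2 groups. PT replicate 5 and LungMets replicate 5, of the same date batch, were the closest pair of all tissue arrays (root mean square difference 0.236 log2 units, closest pair within a group 0.257), so exchanged labels, the same tissue on both arrays and lung that is not normal stay open as well, and the labels were kept.

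Notch4, a receptor of endothelium and mammary development, was 13.42 ± 0.19 in PT (n = 11) and 3.75 ± 0.58 in NMG (n = 3), higher by 9.68 log2 units (SE 0.163, limma adjusted p = 5.24e-24). The NMG value lay below every array median and near the mean of Y-linked genes (2.86 to 3.23), so the size of the difference depends on background signal, which was not measured. The 2 cell line arrays, at 13.30 and 13.16, fell at most 0.26 below the PT mean, which is consistent with expression by the tumor cells. A second probe set gave 10.21 in PT, 6.18 in NMG, and 7.08 and 5.13 in the cells, and the last one gave 5.53, 3.89, 4.61 and 4.08, so the cells held the signal at 1 probe set only. It stays open whether that probe set reads the whole transcript or a part of it, because no reads were analysed here.

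A Dixon test on LungMets set apart 6 of 21 list means and 41 of 156 genes, 34 of these 41 on LungMets replicate 9. Chance would set apart about 1 in 20 groups. Many of the genes were named for large differences on these same arrays, and most flags come from 1 array. The chance rate is therefore no reference for these counts. LungMets replicate 9 gave 4 of the list means: lung epithelium 6.773, B lymphocytes 8.232, skeletal muscle 5.602 and basal mammary epithelium 7.032. LungMets replicate 7 gave pluripotency markers at 4.672 and cell proliferation at 7.874. On LungMets replicate 9 genes of lung, cilia, macrophages and simple epithelium were low: Ager 6.644, Bmp4 4.743, Cldn18 4.322, Cxcl15 4.291, Cyp2f2 4.535, Dynlrb2 4.02, Hopx 7.451, Inmt 6.3, Krt7 6.829, Lyz2 11.75, Prom1 4.811, Scgb1a1 9.192, Scgb3a2 6.628, Sftpa1 5.531, Sftpc 8.489, Sftpd 5.835 and Tppp3 6.052. Genes of fat, stroma, muscle, lymphocytes and basal epithelium were high on it: Acta1 6.826, Adipoq 8.617, Cidec 5.592, Cilp 8.454, Col12a1 10.43, Fcmr 8.885, Glycam1 9.9, Kcne3 6.022, Krt14 10.35, Krt5 7.819, Lum 10.2, Ms4a1 9.402, Myl1 5.981, Thbs2 8.793, Thrsp 8.037, Thy1 8.236 and Trp63 6.37. LungMets replicate 7 stood apart for Birc5 8.391, Bub1 7.439, Cdk1 8.888, Rsad2 11.04 and Wt1 6.245. Bpifa1 stood apart on LungMets replicate 1 (9.7) and C1qc on LungMets replicate 8 (9.418).

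Outside the panel the paper reports on, 8633 genes were called in PT against NMG, 2742 in LungMets against PT, 8361 in LungMets against NL and 7434 in LungMets against NMG. The splits tested the counts over all genes, panel included, and chance can be excluded for these: of 100 splits of the same arrays only 1, the real one, called as many genes in PT against NMG (8671, highest other 3556). The same 1 of 100 held for the panel genes past the paper thresholds (28, highest other 24), and 1 for LungMets against PT (2758, highest other 1645). For LungMets against NL it was 1 (8407, highest other 4016), and for LungMets against NMG 1 (7465, highest other 2561). With PT and LungMets exchanged only within a date batch and date batch in the model, 1 of 100 splits, the real one, called as many (2059, highest other 0). NMG and NL each fill a date batch of their own, so for the other comparisons these splits do not part group from date, and none took account of mice that samples may share.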

How the results depend on the processing

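Leaving out PT replicate 5 and LungMets replicate 9 and testing lists within a date batch or without single arrays were chosen after the result was seen.

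Counts of called genes rested on the filter and the threshold. Only genes above the median mean gave 5341 beside 8671 for PT against NMG (5243 in both), 5299 beside 8407 for LungMets against NL (5169) and 4261 beside 7465 for LungMets against NMG (4207), since fewer genes were tested. A fold change above 2 gave 3137 (1221 higher, 1916 lower), 564 beside 2758 for LungMets against PT (510 higher, 54 lower), 2961 (1218 and 1743) and 2422 (975 and 1447), since the rule is stricter, and turned the balance to lower genes in all but LungMets against PT. For LungMets against PT, arrayWeights gave 4156, the first date batch 1392 and the second 0 (limma, 2669 at unadjusted p under 0.05), where 0 of 62 values of named genes were reversed, and the cause was not tested. That second batch holds PT replicate 5 and LungMets replicate 9, and without them all batches gave 3670. Leaving out single arrays gave 6762 (without NMG replicate 3) to 8912, 1996 (without LungMets replicate 7) to 3206 (without PT replicate 5), 6754 (without NL replicate 3) to 8570, and 5352 (without NMG replicate 3) to 7651. Of the genes called in LungMets against PT 59.5% were higher in LungMets (1642 of 2758), beside 46.4% with each array centred on its median (1431 of 3084) and 47.3% with quantile normalization once more (1429 of 3024).

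Of 36 list shifts 7 stayed with an estimated correlation, and the cause was not tested. Leaving out single arrays gave 35 to 38. Over the 84 list tests fry, another set test, missed 4 lists that camera called and called 15 that camera did not. Fry tests a list against no change and camera tests it against the other genes, so their calls answer different questions. Panel genes past the paper thresholds went from 28 to between 19 (the filter) and 31 (arrayWeights). In the clustering of 14 arrays 1 lay on the wrong side, and 0 with the 90 measured of the 97 panel genes, all genes, Euclidean distance or PT replicate 5 left out, while complete linkage and unscaled genes kept 1, and the cause was not tested. Of 306 values of named genes only Hbb-b2 in LungMets against NL was reversed, to -0.617, with the mean of the probe sets of a gene, since its other probe set gave -2.157. Leaving out single arrays reversed 0 of 4358 and weakened 159. Without single arrays Pearson's r stayed from 0.8267 to 0.8349 in PT, 0.8443 to 0.8482 in LungMets, 0.8374 to 0.8391 in NMG and 0.8268 to 0.8323 in NL.

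Replicate numbers were not taken to pair samples: with group means removed, replicates of the same number in LungMets and PT had r from -0.233 to 0.481, above 0.1 in 7 of 9, and the own number was the best match in 1 of 9. With the replicate block (correlation 0.125) the counts were 8983, 3142, 8834 and 7937, and 30 panel genes. The animal of each sample is not given, so no test by animal was run, and if the arrays came from the paper's 8 tumor-bearing mice, some samples share a mouse.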

Differences from the paper's values

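The comparison of these values with other settings was planned, and only leaving out PT replicate 5 was chosen after the result was seen.

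A correlation was taken to differ when the gap passed its standard error across genes, a log2 difference when it passed the larger SD of PT and NMG, and a count when 1 was over 1.5 times the other. Pearson's r between platforms was 0.8465 in LungMets, beside 0.81 in the paper, and 0.8392 in NMG, beside 0.79. The mean of the probe sets of a gene gave 0.7931 and 0.7833, within the error of the paper's values, and Spearman's rho (0.8075) and genes with a NanoString mean above 5 (0.8406) did so for LungMets only. With the NanoString values of Klf4 and Krt1 and of Lefty1 and Lefty2 exchanged, r was 0.8846 in LungMets and 0.8704 in NMG, farther from the paper. PT (0.8308, paper 0.80) and NL (0.8294, paper 0.80) did not differ.

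Of the 22 genes of S6 Table analysed here, 4 differed in PT against NMG: Ctnnb1 was 0.6522 (paper 1.051), Gata6 -1.571 (paper -0.729), Lifr -2.112 (paper -1.07) and Zeb2 -2.803 (paper -1.503). With the mean of the probe sets all 22 equalled the paper's values to within 0.001, and 0 of 22 differed. Gata6 also came within the error without NMG replicate 3 (-1.385).

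The paper's 24 genes are beside 28 here, 23 with the mean of the probe sets, and these counts did not differ by that rule. Gdf3 passed a fold change of 1.5 only with the mean of its probe sets (0.601, beside 0.468). The paper's tree holds its 11 PT in 1 branch, while here PT replicate 5 joined NMG. With Euclidean distance, with all genes, with the panel or without PT replicate 5 it did not, and with complete linkage or unscaled genes it did. The tree here used 22 of the 24 genes, each read from the probe set with the highest mean. The mean of the probe sets, which equalled the paper's values, was not clustered, so the reason for the different trees was not tested.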

Other observations

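The mixture of PT and NL for epithelial markers and the lists by date batch, without single arrays and without PT replicate 5 and LungMets replicate 9 were chosen after the result was seen, and the rest was planned.

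In PT against NMG the largest losses were of fat and B lymphocytes. Thrsp, a regulator of fat synthesis, fell by 7.73 log2 units (SE 0.38, limma adjusted p = 3.04e-14), and Jchain, the joining chain of antibodies, by 6.75. Pgr, the progesterone receptor of luminal cells, fell by 4.09 (limma adjusted p = 2.91e-14). Kif20a, a kinesin of cell division, rose by 3.07 (SE 0.361, limma adjusted p = 1.75e-07), and Col2a1 of cartilage by 7.15 (SE 0.859, 2.37e-07). Limma called 8671 genes, 4851 higher and 3820 lower in PT, a balance that turned at a fold change above 2 (1221 and 1916). Adipocytes fell for 16 of 16, the same adjusted over the list alone (median -4.43, camera adjusted p = 1.56e-17, adjusted p = 0.0186 with an estimated correlation). The luminal list fell for 13 of 18, the same adjusted over the list alone (-2.36, 2.13e-05, adjusted p = 0.0186 with an estimated correlation). B lymphocytes fell for 18 of 18, the same adjusted over the list alone (-3.76, 2.55e-09, adjusted p = 0.336 with an estimated correlation). T and NK lymphocytes fell for 17 of 18, the same adjusted over the list alone (-1.77, 8.34e-10, adjusted p = 0.0981 with an estimated correlation). Cell proliferation rose for 24 of 24, the same adjusted over the list alone (1.70, 3.42e-09, adjusted p = 0.447 with an estimated correlation). Endothelium fell for 15 of 20, 16 adjusted over the list alone (-1.60, 0.00017, adjusted p = 0.55 with an estimated correlation). Basal epithelium had 8 of 15 lower and 1 higher, the same adjusted over the list alone (-0.94, 0.0194, adjusted p = 0.117 with an estimated correlation), and macrophages and neutrophils 8 of 19 lower, again the same (-0.28, 0.024, 0.127 without NMG replicate 3, adjusted p = 0.604 with an estimated correlation). Camera called neither EMT markers (adjusted p = 0.421), epithelial markers (0.421), lung epithelium (0.421), pluripotency markers (0.323), early lineage markers (0.298), ciliated cells (0.229), glycolysis (0.133, and 0.0388 without NMG replicate 3), interferon response (0.666), skeletal muscle, erythrocytes and extracellular matrix (0.966 each), the panel (0.579) nor the S6 genes (0.181), which the study chose on these arrays. Of these, fry called pluripotency markers (fry adjusted p = 2.41e-05), early lineage markers (3.44e-06), ciliated cells (0.0184), glycolysis (0.00475) and the S6 genes (2.41e-05).

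Epithelial markers were higher in LungMets than in PT by a median of 0.57, with 2 of 20 genes called, the same adjusted over the list alone: Krt7, a keratin of simple epithelium (2.31, SE 0.469, limma adjusted p = 0.00152, 0.00772 with date batch), and Cldn1 (0.58, 0.0177, 0.0411 with date batch), which the mean of its probe sets brought to 0.19 and whose PT mean (3.71) lay near background. Camera gave adjusted p = 0.00308 for the list (fry 0.179, adjusted p = 0.53 with an estimated correlation, 0.000136 and 0.0213 in the 2 date batches). Without PT replicate 5 and LungMets replicate 9, lung tissue in the metastasis samples left a median excess of 0.607 (SE 0.311) over a mixture of PT and NL, and 15 of 20 members lay above both PT and NL. The 7 genes called without those arrays had a median excess of 0.271, so lung tissue and a change within tumor cells cannot be told apart. In the paper's NanoString means of dissected cells, LungMets lay above PT for Epcam (11.11 and 8.34), Cdh1 (11.87 and 8.94), Ocln (8.89 and 5.31) and Cd24a (10.95 and 8.92) and below PT for Cdh2 (9.12 and 10.83), Vim (13.35 and 14.77) and Fn1 (13.62 and 15.59), without a test here. The paper dissected carcinoma and spindle-like areas of primary tumors and found Epcam and Cd24a higher in carcinoma areas. How these areas entered its PT means was not analysed here, so the NanoString contrast does not settle the question. It stays open whether the tumor cells of LungMets were more epithelial.

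LungMets also differed from PT in other lists. Macrophages and neutrophils were higher for 7 of 19, 10 adjusted over the list alone, among them S100a8 (2.87, SE 0.514, limma adjusted p = 0.000499, 0.00334 with date batch), with camera adjusted p = 2.77e-07 (adjusted p = 0.153 with an estimated correlation, 3.84e-06 and 4.58e-06 by batch). Interferon response rose for 7 of 17, 10 adjusted over the list alone, among them Ifit3 (1.45, SE 0.245, limma adjusted p = 0.000288, 0.00187 with date batch), with camera adjusted p = 2.86e-06 (adjusted p = 0.196 with an estimated correlation, 2.36e-06 and 0.000314 by batch). Early lineage markers rose for 3 of 11, the same adjusted over the list alone: Sox17 (2.12, limma adjusted p = 0.000353), Foxa2 (2.05, 0.000179) and Gata6 (1.55, 0.000556), all known in lung, with camera adjusted p = 0.00197 (adjusted p = 0.0363 with an estimated correlation, 0.0139 and 0.00368 by batch). Extracellular matrix had 4 of 24 lower and 2 higher, 5 and 2 adjusted over the list alone, among them Lum, a proteoglycan of stroma (-2.56, SE 0.542, limma adjusted p = 0.00216, 0.0102 with date batch), and 14 lower and 2 higher without PT replicate 5 and LungMets replicate 9, with camera adjusted p = 0.00125 (fry 0.148, adjusted p = 0.53 with an estimated correlation, 2.13e-05 and 0.056 by batch). Cell proliferation had 1 of 24 lower, Tyms, and 0 of 24 adjusted over the list alone by limma, with camera adjusted p = 0.000456 (fry 0.147, adjusted p = 0.53 with an estimated correlation, 0.0349 and 4.83e-08 by batch). LungMets replicate 7 of the second batch had a list mean of 7.87, beside 8.73 to 9.33 in the other LungMets and 8.96 to 9.59 in PT, and without it camera gave 0.00614. T and NK lymphocytes had 3 of 18 higher and 1 lower, 5 and 1 adjusted over the list alone (camera adjusted p = 0.00317, adjusted p = 0.374 with an estimated correlation, 0.021 and 0.00712 by batch), of which Thy1 (-1.46) and Klrd1 (0.79) lost their calls with date batch as a fixed block. Skeletal muscle had 0 of 15 called by limma and camera adjusted p = 0.0358 (fry 0.251, adjusted p = 0.606 with an estimated correlation, 0.00957 and 0.262 by batch), and 7 of 20 single arrays left out ended that call, most of all PT replicate 1 (0.196), whose list mean was 7.39 beside 4.53 to 5.66 in the other PT, as did the mean of the probe sets of a gene (0.0639). The S6 genes had 9 of 22 higher, 10 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00119, adjusted p = 0.0671 with an estimated correlation, 0.0118 and 0.00271 by batch). EMT markers were not called by camera (adjusted p = 0.212), but were lower without PT replicate 5 and LungMets replicate 9 (0.0331) and in the first date batch (0.012, and 0.768 in the second). Adipocytes likewise had 0.223, and were lower without those arrays (0.0144) and in the first batch (0.000531, and 0.888 in the second). Camera did not call the panel (0.0552, 0.348 and 0.0161 by batch, and called when any 1 of 7 arrays was left out), pluripotency markers (0.839, 0.912 and 0.595), B lymphocytes (0.918, 0.912 and 0.888), erythrocytes (0.0796, 0.168 and 0.0747, and called with the mean of the probe sets of a gene, 0.022, and without LungMets replicate 8, 0.0403), luminal (0.86, 0.634 and 0.627) or basal epithelium (0.175, 0.634 and 0.0889). Of these, fry called the panel (fry adjusted p = 0.00121), erythrocytes (0.00609) and basal epithelium (0.0332).

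Against NL, LungMets gained Wfdc18, a secreted protein of mammary epithelium, by 7.66 and Col9a1 of cartilage by 6.70. Col9a1 rose from 3.73 in NL, near background, so the size is uncertain. LungMets lost Bpifa1, a secreted airway protein, by 6.96 and Myh6, a myosin of heart muscle, by 5.67. Bpifa1 was 9.70 on LungMets replicate 1 and at most 4.12, near background, on the other LungMets, so the size of its loss is uncertain too. Limma called 8407 genes, 4328 higher and 4079 lower, a balance that turned without NL replicate 2 (3406 and 3619), without NL replicate 3 (3219 and 3535) and at a fold change above 2 (1218 and 1743). Where 1 count is given for a list, it was the same adjusted over the list alone. Cell proliferation rose for 24 of 24, the same adjusted over the list alone (median 3.34, camera adjusted p = 5.13e-20, adjusted p = 0.264 with an estimated correlation). Lower lists were endothelium (19 of 20, and 20 adjusted over the list alone, 3.03e-08, adjusted p = 0.447 with an estimated correlation), ciliated cells (13 of 15, 5.64e-06, adjusted p = 0.264 with an estimated correlation) and adipocytes (14 of 16, 4.13e-05, adjusted p = 0.347 with an estimated correlation). Lung epithelium fell for 10 of 19, 11 adjusted over the list alone (0.00309, adjusted p = 0.693 with an estimated correlation), and skeletal muscle for 6 of 15 (0.0124, adjusted p = 0.693 with an estimated correlation). The muscle call rests on NL replicate 3, whose list mean was 7.82 beside 5.43 and 5.18 in the other NL, since camera gave 0.448 without it and Acta1 went to -0.97 and lost its call. Glycolysis rose for 9 of 17 and fell for 1 (0.00215, adjusted p = 0.506 with an estimated correlation).

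Against NMG, LungMets lost Adipoq, the adiponectin of fat, by 8.52 and gained Sftpa1, a surfactant protein, by 6.23. Limma called 7465 genes, 4202 higher and 3263 lower (975 and 1447 at a fold change above 2), and single counts of lists were the same adjusted over the list alone. Adipocytes fell for 16 of 16, the same adjusted over the list alone (camera adjusted p = 5.02e-22, adjusted p = 0.00591 with an estimated correlation), and the luminal list for 11 of 18 (1.17e-05, adjusted p = 0.0147 with an estimated correlation). B lymphocytes fell for 18 of 18 (1.15e-10, adjusted p = 0.208 with an estimated correlation), T and NK lymphocytes for 14 of 18, 15 adjusted over the list alone (1.15e-09, adjusted p = 0.109 with an estimated correlation), and basal epithelium for 5 of 15 with 1 higher (0.0309, 0.0836 without NMG replicate 1, adjusted p = 0.169 with an estimated correlation). Cell proliferation rose for 22 of 24, 23 adjusted over the list alone (1.08e-07, adjusted p = 0.432 with an estimated correlation), ciliated cells for 12 of 15, 13 adjusted over the list alone (2.65e-05, adjusted p = 0.169 with an estimated correlation), and lung epithelium for 13 of 19, 14 adjusted over the list alone (0.000145, adjusted p = 0.531 with an estimated correlation).

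Fold changes of the 2 platforms were compared across 89 genes, which are not independent replicates. Pearson's r was 0.724 (Spearman's rho 0.669) for PT against NMG, 0.642 (0.478) for LungMets against PT and 0.734 (0.717) for LungMets against NL, each with a permutation p of 1e-05, the smallest these can give, and 1e-05 after adjustment over the 3. Of the genes called on the arrays, 33 of 37, 12 of 15 and 36 of 45 had the same sign by NanoString. Actb, a reference gene called in PT against NMG (limma adjusted p = 0.0132), has a NanoString difference of 0 and cannot share a sign.

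The 2 cell line arrays have no replicate and carry no test. Acta2, an actin of contractile cells, was 10.98 in the monolayer and 6.05 in spheres, and Klf4 was 9.78 and 12.0. Cell proliferation had a list mean of 9.62 in the monolayer and 6.76 in spheres, and extracellular matrix 8.21 and 6.51.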
